A study of Mus musculus with 10 samples. Its data were reported in "SOX2 is required independently in both stem and differentiated cells for pituitary tumorigenesis in p27-null mice" (2021).

How the data were processed

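The data are RNA-seq libraries of dissected intermediate lobes of the mouse pituitary, the part of the gland made mostly of melanotrophs, the endocrine cells that process the hormone precursor POMC. The 10 libraries fall into 4 groups by genotype (wild type, WT, or null for *Cdkn1b*, the gene that encodes the cell cycle inhibitor p27) and age (2 or 7 months): 3 WT and 2 p27-/- libraries at 2 months, and 2 WT and 3 p27-/- libraries at 7 months. Groups and replicate numbers were taken from the sample titles, and each column of the table was matched to its sample by the name in the sample description, which left 0 columns unmatched.

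Per the methods of the study, the authors aligned reads with STAR, counted them per gene with RSEM against the GRCm38 mouse genome and its Ensembl annotation, and normalised the counts with DESeq2. The table the authors deposited holds log2-scale normalised expression values for 39021 gene IDs. It does not name the transform. The values run from -1.90 to 22.14 with 0 exact zeros, and the median standard deviation (SD) within groups fell to 0.0379 among genes with a mean below 0, against 0.222 among the genes tested here, which is the form of a regularised log that pulls low genes towards their mean. Fold changes of low genes are therefore understated. Read counts cannot be recovered from such values, so the depth of each library is unknown, and no count test was run. Back-transformed totals differed between libraries, and they are not a depth.

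The analysis began from those values. The plan, fixed before the data were examined, was to take log2(normalised value + 1). Because the deposited values turned out to be on a log2 scale already, they were used without a pseudocount, and pseudocounts of 0.1, 1 and 10 on back-transformed values became alternatives. The 16556 genes whose back-transformed values averaged at least 10 over the 10 libraries (42.4% of the table) were tested with limma (version 3.58.1, R 4.3.3): one coefficient per group over all 10 libraries, which leaves 6 residual degrees of freedom, contrasts between groups, and moderated tests with a mean-variance trend. The contrasts were the genotype difference at each age, its mean over both ages, the genotype by age interaction, and the age difference in each genotype. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. All p-values are two-sided.

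Gene symbols came from a table of IDs and symbols, which named 27874 of the 39021 IDs. Coordinates are those of GRCm38, from a RefSeq table of the same assembly matched by symbol. The genes named are, for each genotype contrast, the 5 largest rises and the 5 largest falls among called genes with a mean back-transformed value of at least 100 and with every p27-/- library of that age on one side of every WT library of that age, together with genes of lists written before the data were examined. For unnamed IDs, at most 2 are printed in each direction. The 18 lists hold 208 genes, of which 177 were tested: cell cycle, D cyclins, melanotroph and POMC processing, stem cell, cytoskeleton and adhesion, extracellular matrix, Notch pathway, HIF-1 targets, immediate early genes, 16 genes that the study displayed, anterior lobe endocrine, posterior lobe, endothelial, red blood cell, macrophage, *Xist*, Y chromosome and mitochondrially encoded. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01 against the other tested genes, adjusted over the 36 tests of 18 lists at 2 ages. The interaction was tested the same way, adjusted over 18 tests. With log2 *Xist* as a covariate the *Xist* list, which that covariate fits exactly, was left out of the adjustment, a choice made after the results were seen. A list's effect is given as the mean log2 fold change of its tested genes.

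Exonic GC content per gene ID was computed from another build, NCBIM37 with the GENCODE M1 annotation, and was found for 14172 of the tested genes (85.6%). A GC correction, chosen after seeing the data, subtracted from each library the loess curve (span 0.3) of each gene's deviation from its mean against GC content. It was also combined with the *Xist* covariate. Other alternatives, planned before the data were examined, were no filter or a minimum mean of 50, only the compared groups in the fit, quantile normalisation, rescaling to equal totals without mitochondrially encoded genes, library quality weights, no mean-variance trend, the replicate number as a block, the log2 *Xist* level as a covariate, camera with an estimated correlation, fry, and leaving out each library in turn. The tests were tried on simulated data for 14172 genes drawn with the real means and spreads, 200 of them changed by 1 log2 unit: 54% of the changed genes were called at 7 months and 55% at 2 months, with 6 unchanged genes called at each age. A simulated GC slope gave 478 called genes before the correction and 0 after it.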

Results

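RNA was sequenced from intermediate lobes of WT and p27-/- mice at 2 months, described by the study as before tumours form, and at 7 months, when the lobe is hyperplastic. The values are log2 normalised expression in 10 libraries, with 2 or 3 libraries per group. The study gives the average number of reads per sample it aimed at, and the depth of each library is unknown. The highest value per library lay between 19.85 and 22.14. The medians over the 16556 tested genes lay between 6.46 and 6.59.

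*Cdkn1b* (ENSMUSG00000003031; GRCm38 chromosome 6, 134920401 to 134925525), the gene that is disrupted, was examined first as a check of the labels. Its mean was 9.12 ± 0.19 (SD, n = 3) in WT and 7.99 ± 0.11 (n = 2) in p27-/- libraries at 2 months. At 7 months it was 8.66 ± 0.13 (n = 2) in WT and 8.33 ± 0.11 (n = 3) in p27-/- libraries. Every p27-/- library lay below every WT library of its age. The log2 fold change was -1.13 at 2 months (standard error, SE, 0.16, limma adjusted p = 0.0155) and -0.33 at 7 months (SE 0.16, adjusted p = 0.156). Signal therefore remained in the p27-/- libraries, and the table, which holds one value per gene, does not show from which exons. The call at 2 months was lost with log2 *Xist* as a covariate (adjusted p = 0.102), and the 7-month fall passed the threshold after the GC correction (-0.62, adjusted p = 0.0257). With both, the 2-month call held (adjusted p = 0.0474) and the 7-month fall did not pass (adjusted p = 0.0739).

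**Figure D1:**
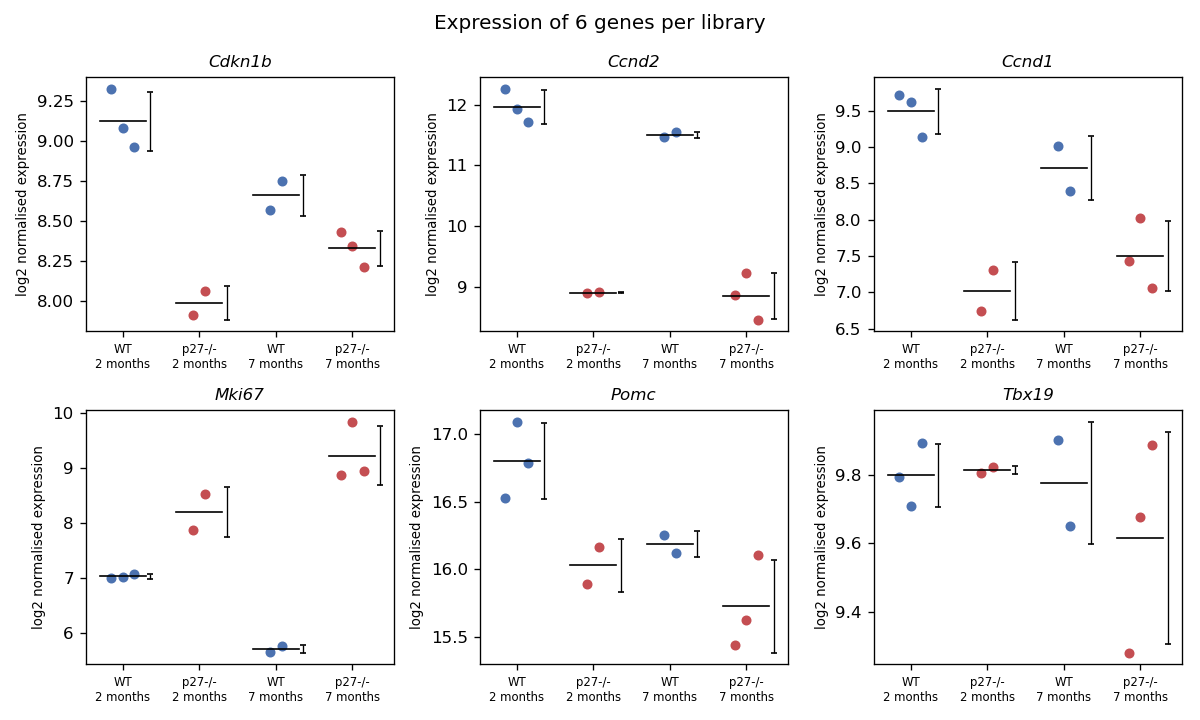
Log2 normalised expression (y axis) of *Cdkn1b*, *Ccnd2*, *Ccnd1*, *Mki67*, *Pomc* and *Tbx19* in each library (points) of the 4 groups (x axis), with the group mean (line) and SD (bar). *Ccnd2* lay between 8.46 and 9.23 in p27-/- libraries and between 11.47 and 12.26 in WT libraries.

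The sex of the animals differed between groups. *Xist*, the RNA of the inactive X chromosome, was above the Y-linked gene *Ddx3y* in 2 of 2 WT libraries at 7 months, 0 of 3 WT libraries at 2 months, 1 of 2 p27-/- libraries at 2 months and 1 of 3 p27-/- libraries at 7 months. It ranged from 14.21 to 15.02 in those 4 libraries and from 7.32 to 9.08 in the others. Over both ages, 2 of 5 libraries of each genotype were *Xist*-high. The study's record of the animals lists both sexes among the older WT mice, whereas both of their libraries were *Xist*-high, so one of these libraries goes against its recorded sex, and which one is not known. The comparison of ages within WT is thus also a comparison of sexes, and the 7-month genotype comparison is unbalanced in sex.

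**Figure D2:**
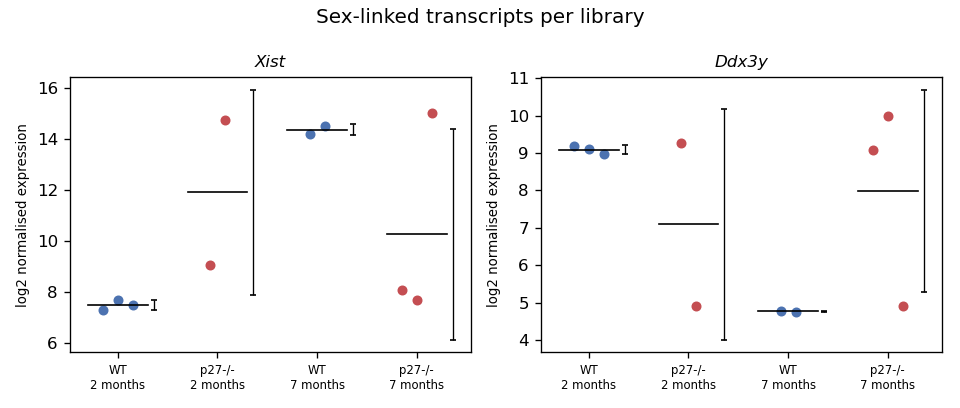
Log2 normalised expression (y axis) of *Xist* and the Y-linked gene *Ddx3y* in each library (points) of the 4 groups (x axis), with the group mean (line) and SD (bar). Both WT libraries at 7 months had *Xist* at 14.21 and 14.51 and *Ddx3y* at 4.77 and 4.76.

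A further difference between libraries followed GC content. The Spearman correlation across genes between exonic GC content and a library's deviation from the gene mean was positive in every WT library (0.0589 to 0.582) and negative in every p27-/- library (-0.589 to -0.128). Genes are not independent replicates, and these are descriptions of libraries. The rank correlation of GC content with the genotype difference was -0.330 at 2 months and -0.604 at 7 months. In the decile of genes lowest in GC content the median log2 fold change at 7 months was 0.48, and in the highest decile it was -0.46. Gene length had correlations of 0.111 and -0.0268.

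**Figure D3:**
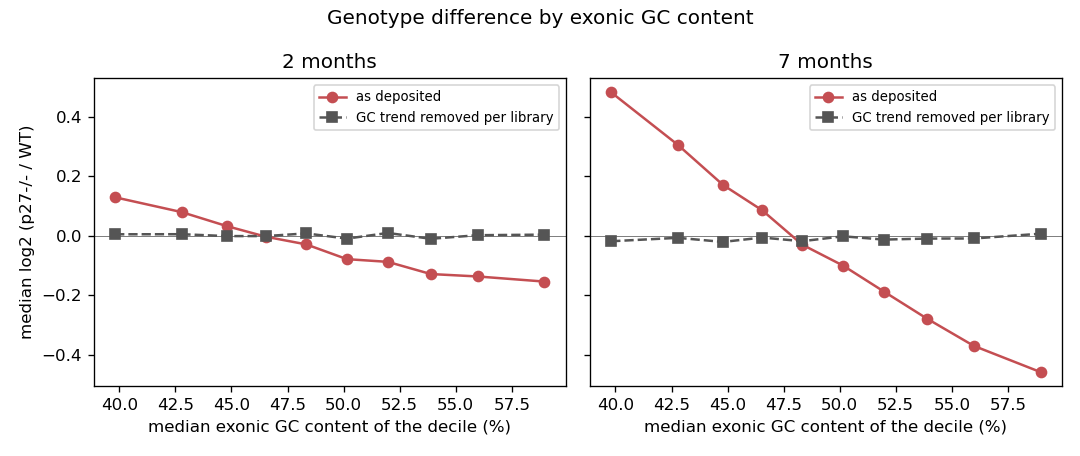
Median log2 fold change of p27-/- over WT (y axis) in deciles of tested genes by exonic GC content (x axis, percent, NCBIM37 annotation), as deposited and after the trend of each library was removed. At 7 months the median fell from 0.48 to -0.46 across the deciles before the correction.

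The first comparison asked which genes differ by genotype before tumours form. At 2 months 38 genes were called, 10 higher and 28 lower in p27-/- lobes, and 1865 had an unadjusted p under 0.05. This count rose most under library quality weights, to 433, and fell most without the mean-variance trend, to 3. It was 13 after the GC correction, and it fell to 6 without WT replicate 3 of that age. *Ccnd2*, which encodes cyclin D2 (ENSMUSG00000000184; chromosome 6, 127125162 to 127152188), fell most, from 11.97 ± 0.28 (SD, n = 3) in WT to 8.91 ± 0.00332 (n = 2), a log2 fold change of -3.06 (SE 0.21, limma adjusted p = 5.36e-06). *Ccnd1* (ENSMUSG00000070348; chromosome 7, 144929931 to 144939831) fell by 2.47 on the log2 scale (SE 0.28, limma adjusted p = 0.00148), from 9.49 ± 0.31 (n = 3) to 7.02 ± 0.40 (n = 2). The next largest falls by the naming rule were those of *Gh* (-2.10), the histone gene *Hist1h2bc* (-1.45) and *Prelp* (-1.29), with adjusted p-values of 0.0336, 0.0336 and 0.0171. *Hist1h2bc* belongs to a multigene family whose reads the counting may split. The largest rise was that of *Akap6* (1.31, adjusted p = 0.0492). The other 4 rises were IDs without a symbol, led by ENSMUSG00000102151 (1.17) and ENSMUSG00000110246 (1.15), both at an adjusted p of 0.0492. Under the 15 other settings that kept every library, the 2-month calls of *Ccnd1* and *Ccnd2* were lost under 0, that of *Gh* under 3, of *Prelp* under 4, of *Hist1h2bc* under 5 and of *Akap6* under 6. ENSMUSG00000102151 lost its call under 5 and ENSMUSG00000110246 under 7 of the 12 settings in which they were tested.

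At 7 months 3037 genes were called, 1501 higher and 1536 lower in p27-/- lobes. The count was 1061 after the GC correction, 1234 with log2 *Xist* as a covariate and 439 with both. Of the 3037 genes, 13 had p27-/- and WT libraries that overlapped. Over all tested genes the groups did not overlap in 47.9% at 7 months and in 32.1% at 2 months, where chance gives 20%. *Ccnd2* was again among the largest falls, from 11.51 ± 0.050 (SD, n = 2) to 8.86 ± 0.38 (n = 3), a log2 fold change of -2.65 (SE 0.21, limma adjusted p = 1.86e-05). Larger falls by the rule were those of ENSMUSG00000105361 (-4.83) and ENSMUSG00000106106 (-3.08), which have no symbol. *Lars2* fell by 2.44 on the log2 scale (adjusted p = 0.000367). The 5 largest rises by the rule were 3 IDs without a symbol, of which ENSMUSG00000095547 rose by 5.03 and ENSMUSG00000095280 by 4.78, together with *Gm10801* (4.82, adjusted p = 0.000224) and *Gm10800* (4.81, adjusted p = 0.000257). *Gm10800* and *Gm10801* share part of their sequence with other places of the genome, so their levels are uncertain. *Mki67*, a marker of dividing cells (chromosome 7, 135689784 to 135716450), rose from 5.71 ± 0.069 (n = 2) to 9.23 ± 0.54 (n = 3), a log2 fold change of 3.52 (limma adjusted p = 1.59e-05), while at 2 months its rise of 1.17 had an adjusted p of 0.0852.

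Of the 38 genes called at 2 months, 23 were also called at 7 months, all 23 in the same direction. The genotype differences at the 2 ages, which share no library, correlated across genes with a Pearson r of 0.330 (0.223 after the GC correction, and 0.0526 with log2 *Xist* as a covariate as well). With that covariate both differences use a shared slope per gene. It enters them with opposite signs, since *Xist* differed by 4.40 at 2 months and -4.09 at 7 months. Its error tends to lower the correlation, so the lower value does not show less agreement between ages. The interaction, which tests whether the genotype difference changes with age, called 0 genes, with 2675 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0658. Library quality weights gave 39 genes. The larger count at 7 months is therefore not shown, gene by gene, to be a change with age. Averaged over both ages, where the sexes are balanced between genotypes, 1114 genes were higher and 1240 lower in p27-/- lobes, 2354 in all, and the GC correction gave 741.

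The age comparisons bear on the study's remark that WT samples separate by age, whereas mutant samples of both ages appear closer to each other. In WT, 106 genes were called between 7 and 2 months, 56 higher and 50 lower, and with log2 *Xist* as a covariate 0 were called (2088 at an unadjusted p under 0.05). Without WT replicate 3 of 2 months 1 gene was called. In p27-/- lobes 8 genes were called, all higher at 7 months, and 32 without that same WT library, which enters through the shared spread. The difference between these age effects is the interaction given above. The root mean square log2 difference between libraries of the 2 ages was 0.490 in WT and 0.408 in p27-/-. Within groups it was 0.398 among WT libraries at 2 months, 0.397 among WT at 7 months, 0.283 among p27-/- at 2 months and 0.410 among p27-/- at 7 months. The first principal component held 37.3% of the variance and was negative in all 5 WT and positive in all 5 p27-/- libraries. From its lowest to its highest score, the libraries were also in falling order of their correlation with GC content. The exception was that p27-/- replicates 1 and 2 of 7 months changed places. This component thus does not separate genotype from the GC trend.

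**Figure D4:**
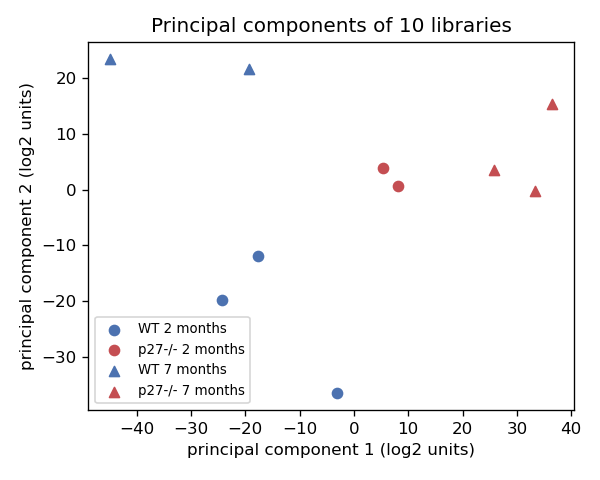
Scores of the 10 libraries (points; colour, genotype; shape, age) on the first (x axis, log2 units, 37.3% of the variance) and second (y axis, log2 units, 18.1%) principal components of the tested genes. All 5 WT libraries lie below 0 on the first component, which also follows the GC trend of the libraries.

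Gene lists fixed before the data were examined were then tested with camera, and 22 of the 36 tests passed an adjusted p of 0.05. Of these 22 calls, 15 also held under fry and 0 held when the inter-gene correlation was estimated, where the smallest adjusted p was 0.0762. The cell cycle list (26 genes tested) rose by a mean log2 of 0.49 at 2 months (adjusted p = 3.28e-10) and 1.09 at 7 months (adjusted p = 1.52e-12), in 2 of 2 and 3 of 3 p27-/- libraries beyond every WT library. At 2 months 0 of its genes were called over all genes tested and 9 rose when adjusted over the list alone. At 7 months these counts were 16 and 19. The 3 D cyclins fell by 1.98 at 2 months (adjusted p = 1.19e-08) and by 1.58 at 7 months (adjusted p = 0.000350), with 2 and 3 genes called, and also 2 and 3 adjusted over the list alone.

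The stem cell list (11 genes) fell by 0.54 at 2 months and by 0.58 at 7 months, with adjusted p-values of 1.53e-06 and 0.00185. At 2 months 5 of its genes were lower when adjusted over the list alone and 0 over all genes, and at 7 months both counts were 5. Within it *Sox9* fell by 0.90 at 2 months and by 0.95 at 7 months (adjusted p = 0.103 and 0.00972), and *Sox2* changed by -0.36 and 0.17 (adjusted p = 0.556 and 0.601). Whole-lobe values cannot tell a smaller share of stem cells from lower expression within them. The paper proposes that a larger share of melanotrophs may hide a rise of *Sox2* in its RT-qPCR of lobes. The cytoskeleton and adhesion list (21 genes) fell by 0.27 and by 0.41 (adjusted p = 6.55e-05 and 0.000326). At 7 months 10 of its genes were lower and 2 higher over all genes, and 12 and 2 when adjusted over the list alone; at 2 months 7 were lower when adjusted over the list alone and 0 over all genes. The extracellular matrix list (16 genes) fell by 0.85 at 2 months (adjusted p = 8.24e-15), with 2 genes called over all genes and 12 adjusted over the list alone. At 7 months its fall of 0.22 did not pass (adjusted p = 0.109). The Notch pathway list (11 genes) fell by 0.49 and by 0.45 (adjusted p = 6.08e-06 and 0.00659), and the 7-month call was lost after the GC correction (adjusted p = 0.164) but not when log2 *Xist* was also a covariate (-0.32, adjusted p = 0.0289). The HIF-1 target list (14 genes) fell by 0.24 at 2 months (adjusted p = 0.0155, not held under fry) and changed by 0.082 at 7 months (adjusted p = 0.740), where it passed with both the GC correction and the *Xist* covariate (0.31, adjusted p = 0.0347).

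The melanotroph and POMC processing list (13 genes) did not pass at 2 months (-0.20, adjusted p = 0.0586) or at 7 months (-0.087, adjusted p = 0.740). At 7 months 2 of its genes were called higher and 3 lower over all genes, and 3 and 4 adjusted over the list alone. The 7-month mean is thus one over genes that moved both ways. At 2 months 0 were called by either count. *Pomc* was 16.80 ± 0.28 (SD, n = 3) in WT and 16.03 ± 0.19 (n = 2) in p27-/- libraries at 2 months, a log2 fold change of -0.77 (SE 0.31, limma adjusted p = 0.361), and -0.46 at 7 months (adjusted p = 0.322). *Tbx19*, which encodes a transcription factor of this lineage, changed by 0.016 at 2 months and by -0.16 at 7 months (adjusted p = 0.989 and 0.548). *Pax7* changed by 0.11 and -0.40 (adjusted p = 0.836 and 0.0640). *Tnxb* fell by 0.998 on the log2 scale at 7 months (adjusted p = 0.00417), a call lost after the GC correction (-0.50, adjusted p = 0.111). The genes the study displayed (13 tested) fell by 0.49 and by 0.42 (adjusted p = 9.99e-06 and 0.0169). At 7 months 3 were called higher and 6 lower over all genes, and 3 and 7 adjusted over the list alone. Because the study chose these genes on these samples, neither count is independent evidence.

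**Figure D5:**
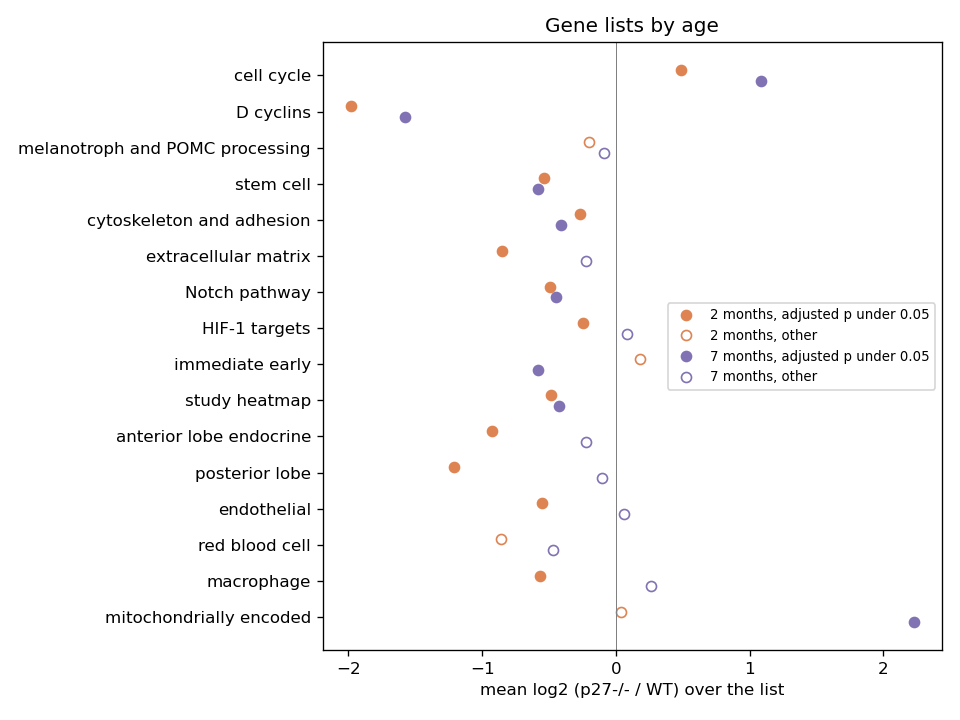
Mean log2 fold change of p27-/- over WT (x axis) over the tested genes of 16 lists (y axis) at 2 and 7 months. Filled points passed a camera adjusted p of 0.05 at a preset correlation of 0.01, and the mitochondrially encoded list stands at 0.040 at 2 months and 2.23 at 7 months.

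Lists of other cell types and of technical interest were tested alongside. At 2 months the anterior lobe endocrine (-0.93), posterior lobe (-1.21), endothelial (-0.55) and macrophage (-0.57) lists were lower in p27-/- lobes, with adjusted p-values of 0.000255, 6.08e-06, 5.03e-05 and 0.000504. Of these calls the posterior lobe call held under fry (adjusted p = 0.0284), and the other calls were not held (0.142, 0.130 and 0.142 for the anterior lobe, endothelial and macrophage lists). At 7 months none of these 4 passed (-0.22, -0.11, 0.063 and 0.26). Red blood cell genes changed by -0.86 and -0.47 (adjusted p = 0.563 at each age), and immediate early genes by 0.18 (adjusted p = 0.494) and -0.58 (adjusted p = 0.0455, not held under fry). The 7-month immediate early call was also lost after the GC correction (-0.25, adjusted p = 0.372) and with the *Xist* covariate (-0.49, adjusted p = 0.160). *Xist* differed by 4.40 and -4.09 (adjusted p = 0.0797 and 0.347) and the Y chromosome list by -1.85 and 2.73 (adjusted p = 0.0273 and 0.0334, neither held under fry), following the sexes given above. The 7-month Y chromosome call was also lost after the GC correction (2.15, adjusted p = 0.0525) and with the *Xist* covariate (0.16, adjusted p = 0.641). The 13 mitochondrially encoded genes were 0.040 different at 2 months (adjusted p = 0.949) and rose by 2.23 at 7 months (adjusted p = 2.27e-13), where all 13 were called. All genes with a symbol starting in mt-, a wider set than these 13, were also summed. They made up 19.3% and 28.0% of the back-transformed total in the WT libraries of 7 months. In the p27-/- libraries of that age they made up 38.7%, 48.0% and 45.2%. In the libraries of 2 months the share was 24.2%, 30.2% and 41.1% in WT and 31.5% and 28.1% in p27-/-.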

Values the study reported

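The study reported 250 differentially expressed genes between p27-/- and control lobes at 2 months of age. In animals of 7 months it reported 3,736 such genes. By RT-qPCR at 2 to 3 months, it gave *Pomc* levels of 1.03 ± 0.27 in WT and 0.32 ± 0.09 in p27-/- mice. For *Tbx19* it gave 0.94 ± 0.08 in WT and 0.30 ± 0.10 in p27-/- mice.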

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

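The tests with GC content and sex below were written before their results were seen, except the levels of the Y chromosome list per library, which were looked at after. In 8 of the 18 lists the genotype difference changed with age by camera's interaction test at a preset correlation of 0.01, and that is why they are given here. Of these 8 calls, 0 held under fry and 0 when the correlation was estimated. Outside them, the HIF-1 list (0.33, adjusted p = 0.0732) passed after the GC correction (0.35, adjusted p = 0.0281) and with the *Xist* covariate (0.63, adjusted p = 0.000703). The anterior lobe list (0.70, adjusted p = 0.0732) passed with that covariate (0.85, adjusted p = 0.0378) but not after the correction (adjusted p = 0.0516). The *Xist* list (-8.50, adjusted p = 0.0574) passed after the correction (adjusted p = 0.0454). Each group has 2 or 3 libraries, too few to test single libraries as outliers.

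The cell cycle list rose by 0.49 at 2 months and 1.09 at 7 months, an interaction of 0.60 (adjusted p = 1.87e-05). After the GC correction the adjusted p was 8.01e-05, so the GC trend does not account for the whole difference. With log2 *Xist* as a covariate the adjusted p was 2.98e-06. The slope of that covariate rests mainly on 1 *Xist*-high library in each p27-/- group. Since age goes with sex in WT, sex is not excluded. With age the cell cycle list changed by -0.31 in WT, where age goes with sex, and by 0.29 in p27-/- lobes. The mitochondrially encoded list differed by 2.19 between ages (adjusted p = 5.69e-16). It stayed past the threshold after the GC correction (adjusted p = 2.02e-15) and with the *Xist* covariate (adjusted p = 3.91e-13). With age it changed by -0.92 in WT and by 1.27 in p27-/- lobes. Its genes share one precursor transcript per strand and are far from independent, which the preset correlation ignores. How tissue was handled at each age was not tested and stays open, as does a biological effect of age.

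The extracellular matrix list fell by 0.85 at 2 months and by 0.22 at 7 months (interaction 0.62, adjusted p = 0.00117). The endothelial list fell by 0.55 at 2 months and changed by 0.063 at 7 months (0.62, adjusted p = 0.00580), and the macrophage list fell by 0.57 and rose by 0.26 (0.83, adjusted p = 0.00453). For these 3 lists the adjusted p after the GC correction was 4.07e-05, 0.000688 and 0.000688, and with the *Xist* covariate 0.00370, 0.00379 and 0.00885. GC content is therefore argued against as the whole cause. Sex is not, because the slope of the *Xist* covariate rests mainly on 1 *Xist*-high library in each p27-/- group. The posterior lobe list (5 genes) fell by 1.21 at 2 months and by 0.11 at 7 months (interaction 1.10, adjusted p = 0.00946). The GC correction left it past the threshold (adjusted p = 0.00433). With the *Xist* covariate its interaction was 0.87 (adjusted p = 0.0589), so sex cannot be told apart from the genotype effect here, because sex is unbalanced between the groups. A change in how much neighbouring tissue was dissected at each age may produce such a pattern in the posterior lobe list, and no value here separates it from a change within the lobe.

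The immediate early list rose by 0.18 at 2 months and fell by 0.58 at 7 months (interaction -0.76, adjusted p = 0.0110). After the GC correction the interaction was -0.56 (adjusted p = 0.0674), and with the *Xist* covariate it was -0.57 (adjusted p = 0.221). Both removed the call and moved the mean only in part, so GC content and sex cannot be told apart from a genotype effect for this list. Handling of the tissue, to which such genes respond, could also differ between days, and the labels give no date. The Y chromosome list differed by 4.58 between ages (adjusted p = 0.00133) and by 4.14 after the GC correction (adjusted p = 0.00137). The mean level of the list was between 4.86 and 5.49 in the 4 *Xist*-high libraries and between 8.83 and 9.54 in the others, so it followed sex in these 10 libraries. With the *Xist* covariate the difference changed sign to -0.76 and still passed the threshold (adjusted p = 0.0378), where a covariate that captured sex fully would leave about 0. A linear covariate can misfit genes that are either on or off, so this remainder does not argue against sex. In the p27-/- groups, which hold both sexes, the levels were 9.07 and 5.01 at 2 months and 9.08, 9.54 and 5.09 at 7 months. The lowest level of each group was that of its *Xist*-high library. A difference between ages beyond that of sex is therefore not shown for this list.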

How the results depend on the processing

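The GC correction, alone and with the *Xist* covariate, the set of genes with a GC value and the pseudocount of 1 were chosen after seeing the data. Tests of recovered read counts with edgeR or DESeq2, which were planned, could not be run because the values are on a shrunken log scale. For the changes below the cause was not tested, except where fewer genes or libraries entered the fit.

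The number of genes called at 2 months, 38, was 433 under library quality weights, 109 with only the compared groups in the fit, 13 after the GC correction, 11 with a pseudocount of 10, 8 under quantile normalisation, 6 with the *Xist* covariate, 5 with the GC correction and that covariate, 4 with no filter and 3 without the mean-variance trend. The 3037 genes called at 7 months became 1574 with no filter, 1061 after the GC correction, 1234 with the *Xist* covariate and 439 with both. The 2354 genes averaged over both ages became 1166 with no filter, 741 after the GC correction and 874 with the *Xist* covariate as well. The interaction, with 0 genes, gave 39 under library quality weights and 6 when rescaled without mitochondrially encoded genes.

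Between ages in WT, 106 genes became 162 when rescaled without mitochondrially encoded genes and 49 under library quality weights. They became 25 without the trend and 3 with no filter. Among genes with a GC value, 78 were called before the GC correction and 60 after it. With the *Xist* covariate 0 were called, where 2088 had an unadjusted p under 0.05, and 0 with that covariate and the GC correction. In p27-/- lobes, 8 genes became 172 under library quality weights, 29 with only the compared groups, 17 among genes with a GC value, 15 after the GC correction, 5 with a pseudocount of 1 or of 10, 4 under quantile normalisation, a minimum of 50 or no trend, 3 with the *Xist* covariate, 2 when rescaled and 0 with no filter. The correlation of genotype effects between ages, 0.330, was 0.223 after the GC correction, 0.202 with the *Xist* covariate and 0.0526 with both. The shared slope of the *Xist* covariate tends to lower this correlation by itself.

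Rescaling without mitochondrially encoded genes moved the median of all genes at 7 months from -0.0035 to -0.19, and 22.4% of its 7-month calls were higher in p27-/- lobes against 49.4% as deposited. Counted relative to that median instead of 0, the share was also 22.4%. The genes counted were still those called against 0, so this count cannot separate the imbalance from the shift. Averaged over both ages the share was 25.9% against 47.3% and the median -0.10. In WT the share higher at 7 months was 70.4% against 52.8%, and in p27-/- the median fell to -0.11.

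*Cdkn1b* fell at both ages under all alternatives run. At 2 months (-1.13) its call was lost without the trend (-1.13, adjusted p = 0.0536), with no filter (-1.13, adjusted p = 0.0851) and with the *Xist* covariate (-1.10, adjusted p = 0.102). At 7 months it was gained after the GC correction (-0.62, adjusted p = 0.0257) and when rescaled (-0.51, adjusted p = 0.0301). With the GC correction and the *Xist* covariate together, the 2-month call held (-1.20, adjusted p = 0.0474). The 7-month fall did not pass with both (-0.63, adjusted p = 0.0739).

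Of the 36 list tests, 22 passed, and 0 with an estimated correlation, which has 6 degrees of freedom here. The calls lost there were those of the cell cycle (0.49 and 1.09), D cyclin (-1.98 and -1.58), stem cell (-0.54 and -0.58), cytoskeleton (-0.27 and -0.41) and Notch lists (-0.49 and -0.45) at 2 and 7 months, of the extracellular matrix (-0.85) and HIF-1 (-0.24) lists at 2 months, of the genes the study displayed at both ages, of the anterior lobe, posterior lobe, endothelial, macrophage and Y chromosome lists at 2 months, and of the immediate early, Y chromosome and mitochondrially encoded lists at 7 months. Under fry 15 calls held, and those lost were of the HIF-1 (-0.24), anterior lobe, endothelial, macrophage and Y chromosome lists at 2 months and of the immediate early and Y chromosome lists at 7 months. The GC correction removed the Notch call at 7 months (-0.18), and with the *Xist* covariate as well it passed. The 7-month calls of the immediate early and Y chromosome lists were removed by the GC correction and by the *Xist* covariate, each alone. With both, the HIF-1 list passed at 7 months (0.31). With no filter the extracellular matrix list passed at 7 months (-0.22) and the melanotroph list at 2 months (-0.20). The melanotroph list also passed at 2 months under quantile normalisation (-0.17) and rescaling (-0.21).

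Some effects changed sign. After the GC correction these were *Pomc* (0.012), *Tbx19* (0.0097) and the melanotroph (0.051) and posterior lobe (0.031) lists at 7 months, and the mitochondrially encoded list at 2 months (-0.11). With the *Xist* covariate they were *Tbx19* (-0.15) and the Y chromosome list (0.92 against -1.85, adjusted p = 0.000194) at 2 months and the red blood cell list at 7 months (0.14). With both they were *Tbx19* (-0.032), the Y chromosome list (0.74) and the mitochondrially encoded list (-0.12) at 2 months, and *Pomc* (0.25), *Tbx19* (0.14) and the melanotroph (0.053), red blood cell (0.39) and Y chromosome (-0.38) lists at 7 months. Rescaling turned *Sox2* (-0.017), the HIF-1 list (-0.100) and the endothelial list (-0.12) at 7 months. Another 102 values, some of them named above, changed without changing sign: 77 weaker, 10 stronger and 15 moved.

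Replicate numbers were used as a block once. Among the 13 pairs of libraries with the same number, the residuals correlated between -0.181 and 0.120, and 2 pairs were over 0.1, so the samples share a number only. The replicate block gave 21 genes at 2 months, 58 between ages in WT and turned the posterior lobe list at 7 months (0.045). It gave 2459 genes at 7 months and lost the 2-month calls of *Akap6* and both unnamed IDs named there, while the immediate early list and *Xist* passed at 2 months. It changed no other call given here.

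Each library was left out in turn, and 4 of the 10 fits leave a group with 1 library, for which no test was made. Calls ranged from 6 to 62 at 2 months (6 without WT replicate 3 of that age), from 1865 to 3424 at 7 months (1865 without p27-/- replicate 2 of that age), from 0 to 47 for the interaction (47 without p27-/- replicate 3 of 7 months), from 1471 to 2844 averaged over both ages, from 1 to 154 between ages in WT and from 3 to 32 in p27-/-. The correlation between ages ran from 0.239 to 0.449. List means at 2 months ranged from 0.32 to 0.65 for the cell cycle, from -0.26 to -0.15 for the melanotroph list (past the threshold without WT replicate 2 of that age, -0.23), from -0.12 to 0.53 for immediate early genes and from -0.20 to 0.41 for mitochondrially encoded genes. At 7 months they ranged from -0.59 to -0.31 for Notch, from -0.20 to 0.028 for the melanotroph list, from -0.36 to -0.086 for the extracellular matrix (past the threshold without p27-/- replicate 2 of that age, -0.31), from -0.013 to 0.15 for HIF-1 targets and from -0.20 to 0.33 for endothelial genes. Fits that leave a group with 1 library also turned *Sox2* (-0.027) and the red blood cell list (0.41), both without WT replicate 2 of 7 months, and the anterior lobe list (0.19 without WT replicate 1 of 7 months) at 7 months, and the Y chromosome list at 2 months (0.18 without p27-/- replicate 2 of that age). *Tbx19* ran from -0.029 to 0.063 at 2 months and from -0.30 to 0.0068 at 7 months. The number of list tests passed ran from 21 to 24. Another 59 values changed without changing sign: 36 weaker, 6 stronger and 17 moved.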

Other observations

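The test of other splits of the libraries was set out before its result was seen, and the other tests in this part were chosen only after the results they bear on.

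The number of genes called at 2 months here, by limma on log values, was 38. That is lower than the value quoted from the study above, which came from an unlike test, DESeq2 on counts. Under library quality weights the count was 433, which is higher than that value. The other 2-month counts given above were lower than it, up to 109 with only the compared groups in the fit. Both p27-/- libraries of 2 months had a quality weight of 1.91, the highest given. Libraries in a group of 2 had equal weights, so these reflect how close the 2 lie and not the quality of each. The p27-/- to WT ratio of *Pomc* at 2 months here was 0.587. That is higher than the ratio of the values quoted from the study above. The ratio of *Tbx19* at 2 months here was 1.01. That is higher than the ratio of the values quoted from the study above.

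Of 100 splits of the libraries within each age, 1, the real one, gave as many genes averaged over both ages as the 2354 called. The next highest split gave 1145, and the median was 0. A random grouping of the libraries is thus argued against for this count.

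The trend with GC content cannot account for all of the 7-month difference. Of 2888 genes called among those with a GC value, 839 kept their call and direction after the correction, and 1061 were called in all after it. For the 2049 genes that lost their call, bias and biology cannot be told apart, because the correction removes any expression difference that follows GC content, whatever its origin. The source of the trend stays open as well. Within 1 group the rank correlation ranged over as much as 0.330, more than the gap of 0.187 between the lowest WT and the highest p27-/- library, so library preparation may contribute. Yet every WT library lay on one side of every p27-/- library, and the design offers no library pair that separates preparation from genotype. By the same correction the fall of the Notch list at 7 months lost its call (adjusted p = 0.164, mean -0.18 against -0.45), but it kept it when log2 *Xist* was also a covariate (adjusted p = 0.0289, mean -0.32), so a GC trend cannot be told apart from a genotype effect for this list. After the GC correction the rise of the cell cycle list at both ages stayed past the threshold (larger adjusted p of the 2 ages 7.24e-12), as did the fall of the D cyclins (0.000488).

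By a linear *Xist* covariate, sex does not account for all of the 7-month difference either. With log2 *Xist* as a covariate, 1157 of the 3037 called genes kept their call and direction. The covariate also costs a degree of freedom, so the genes lost are not shown to follow sex. With the GC correction and this covariate together, 381 of the 2888 called genes with a GC value kept their call and direction, and 439 genes were called in all. For the age comparison in WT sex and age cannot be told apart, since 0 of 3 libraries at 2 months and 2 of 2 at 7 months were *Xist*-high. Across 13624 autosomal genes the WT age effect correlated by 0.0449 with the difference between the *Xist*-high and the Y-expressing p27-/- library of 2 months, and by 0.00952 with the difference between the *Xist*-high and the other p27-/- libraries of 7 months. Each of these estimates of a sex effect rests on 1 *Xist*-high library.

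The rise of mitochondrially encoded transcripts at 7 months was tested against scaling and GC content. It stayed past the threshold under quantile normalisation (mean 1.60, adjusted p = 3.51e-10), and the median of all tested genes at 7 months was -0.0035, so a scale factor common to the genes of a library does not account for it. These genes have a GC content between 31.9% and 41.1%. After the GC correction the list still rose by 1.59 (camera adjusted p = 5.88e-14, fry adjusted p = 0.0105) against 2.23 before it, so GC content does not account for all of it. The share of all genes with a symbol starting in mt-, a wider set than the list, also varied within groups. It ran from 24.2% to 41.1% among WT libraries of 2 months. Differences in tissue handling or cell state were not tested, and the rise is a hypothesis about the lobes, not a finding.

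*Gm10800* and *Gm10801* rose by 4.81 and 4.82 at 7 months, and *Gm10800* ranged from 13.31 to 15.10 among WT libraries of 2 months alone. With age they changed by -2.94 and -2.83 in WT (limma adjusted p = 0.0289 each), where age goes with sex. In p27-/- lobes they changed by 0.59 and 0.71 (limma adjusted p = 0.760 and 0.682). Of the words of 31 bases in *Gm10801*, 41.0% occurred at 2 or more places of the NCBIM37 genome, and 57.3% of those in *Gm10800*, against a median of 0.314% in 100 other transcripts. Reads shared between copies may therefore enter both values. Since other words of both transcripts occur at a single place, how far the rise belongs to these loci cannot be told apart from expression of other copies.

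Markers of endothelial cells, macrophages, the anterior lobe and the posterior lobe were all lower in p27-/- lobes at 2 months, by 0.55, 0.57, 0.93 and 1.21 on the log2 scale. Of these 4 calls, that of the posterior lobe list alone held under fry. None of these 31 tested genes belongs to another list or to the genes the study displayed, and all are expressed above the filter in these lobes. A larger share of melanotrophs could lower them alike. The largest difference among the 6 pairs of lists was 2.33 standard errors, between macrophage and posterior lobe, which with 6 residual degrees of freedom and 6 pairs does not separate them. The samples are too few to decide, and a smaller share of other cells cannot be told apart from lower expression within them. Of the abundant hormone genes among them, *Gh* fell from 13.47 ± 0.46 (SD, n = 3) to 11.37 ± 0.39 (n = 2) at 2 months, and *Prl* went from 12.80 ± 0.87 (n = 3) to 12.86 ± 2.40 (n = 2), with 14.56 in the *Xist*-high and 11.16 in the other p27-/- library.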
